# A Zebrafish Acromegaly Model Elevates DNA Damage and Impairs DNA Repair Pathways

**DOI:** 10.3390/biology7040047

**Published:** 2018-10-17

**Authors:** Abdalla Elbialy, Shuichi Asakawa, Shugo Watabe, Shigeharu Kinoshita

**Keywords:** growth hormone, acromegaly, DNA damage, DNA repair

## Abstract

Acromegaly is a pathological condition due to excess growth hormone (GH) secretion. Acromegaly patients exhibit a deterioration of health and many associated complications, such as cardiovascular issues, arthritis, kidney diseases, muscular weakness, and colon cancer. Since these complications are generalized throughout the body, we investigated the effect of GH excess on cellular integrity. Here, we established stable acromegaly model zebrafish lines that overexpress tilapia GH and the red fluorescence protein (RFP) reporter gene for tracking GH gene expression throughout generations, and performed RNA-Seq data analysis from different organs. Intriguingly, heatmap and Expression2Kinases (X2K) analysis revealed the enrichment of DNA damage markers in various organs. Moreover, H2A.X immunostaining analysis in acromegaly zebrafish larvae and the adult acromegaly model brain and muscle showed a robust increase in the number of DNA-damaged cells. Using Gene Set Enrichment Analysis (GSEA), we found that the acromegaly zebrafish model had impaired DNA repair pathways in the liver, such as double-strand break (DSB), homologous recombination repair (HRR), non-homologous end joining (NHEJ), nucleotide excision repair (NER), and translesion synthesis (TLS). Interestingly, the impairment of DNA repair was even more prominent in acromegaly model than in aged zebrafish (three years old). Thus, our study demonstrates that affection of cellular integrity is characteristic of acromegaly.

## 1. Introduction

Acromegaly is a hormonal disorder and pathological condition predominantly caused by a growth hormone (GH)-secreting pituitary adenoma. Acromegaly patients show abnormal overgrowth accompanied by severe health deterioration and pathologies, such as neuropathies, kidney disease, heart diseases, diabetes mellitus, rheumatoid arthritis, an increased incidence of colon cancer, and high mortality [1,2,3]. However, the means by which GH excess induces these complications remains to be clarified.

Growth is a multifactorial, complex process in which GH plays a central role in all vertebrates. GH is synthesized and secreted by somatotrophs in the anterior pituitary. GH secretion is a multifactorial process that results from the interaction of many factors under both positive and negative feedback, which adjust the secretion according to body needs [4]. Major regulatory factors include GH-releasing hormone (GHRH), somatostatin, GH-releasing peptide (ghrerin), insulin-like growth factor 1 (IGF1), and GH itself. The principal physiological regulation mechanisms of GH secretion are neural endogenous rhythm, sleep, stress, exercise, and nutritional and metabolic signals [5]. Body growth is regulated by the GH/IGF axis, which is also involved in aging and age-related diseases [6]. Key downstream networks of the GH/IGF axis include the PI3K–AKT–TOR pathway and the RAF–MAPK pathway, which regulate cellular growth, apoptosis, proliferation, and aging [7].

Reduced IGF-I signaling in mice is associated with many health benefits [8], such as delayed aging and markedly extended longevity and immunity against cancer and diabetes mellitus. Although the lifespan of most normal mice is about two years, hypopituitary and GH-resistant mutants often survive beyond the age of three years and occasionally past the age of four years [8]. In humans, Laron dwarfism (GH receptor deficiency) is associated with a major reduction in pro-aging signaling, cancer, and diabetes [9]. On the other hand, GH excess in acromegaly is associated with health deterioration and many associated complications, which are generalized throughout the body. This prompted us to investigate whether GH excess in acromegaly affects cellular integrity.

Here, we produced an acromegaly zebrafish (*Danio rerio*) model overexpressing tilapia (*Oreochromis mossambicus*) GH and analyzed the DNA repair signaling pathways and DNA damage using different approaches.

## 2. Materials and Methods

### 2.1. Transgene Construction

All experimental procedures were approved by the Institutional Animal Care and ethics committee of Tokyo University. Ethical code: P14-952. Tilapia GH cDNA (GenBank Accession Number Y11732.1) was amplified using tilapia pituitary cDNA as a template. Using infusion cloning PCR (Takara, Tokyo, Japan; Cat no: # Z9648N), the PCR product was cloned into the pT2AL200R150G vector [10] to produce the GH.CDNA.moz.RED construct (Figure 1A), which is comprised of two copies of the elongation factor 1 alpha (EF1) promoter. One copy drives the expression of GH cDNA and the second copy drives the expression of the red fluorescence protein (RFP) reporter gene (Figure 1A).

### 2.2. Production of the Acromegaly Zebrafish First Generation (F0)

The constructed plasmid was introduced into One Shot TOP10 chemically competent *Escherichia coli* (Invitrogen, Carlsbad, CA, USA), cultured, and prepared using the Qiagen Plasmid mini kit (Qiagen, Duesseldorf, Germany). The Tol2 transposon system [11] was used to increase the plasmid integration frequency. The transposase mRNA was prepared from the pCS-zT2TP [12] plasmid using the mMessage mMachine Sp6 Kit (Ambion, Austin, TX, USA). The Qiagen RNeasy Kit (Qiagen) was used to purify the RNA solution.

We produced the acromegaly first generation (F0) zebrafish by microinjection of the construct into one-cell stage zebrafish embryos together with transposase mRNA (Figure 1B).

### 2.3. Production of the Acromegaly Zebrafish Second Generation (F1)

A group of embryos (F0) showing strong RFP expression were selected for rearing until sexual maturity. Five sexually mature female and four male acromegaly zebrafish (F0) were mated with wild-type fish to produce a heterogeneous F1 generation, which also expressed RFP. Unlike the F0 generation, which expressed RFP in mosaic form (Figure 1B), the F1 generation showed a homogenous expression of RFP (Figure 1C). We established stable acromegaly model zebrafish lines. We performed the following experiments using F1 acromegaly model zebrafish expressing RFP. For the calculation of growth curves in the F1 acromegaly model compared to WT zebrafish, we measured the total body length, including the caudal fin.

### 2.4. Reverse Transcription Polymerase Chain Reaction (RT-PCR)

The total RNAs from wild-type (WT) and Acromegaly model zebrafish larvae (three days post-fertilization (dpf)) were extracted by the RNeasy mini kit (Qiagen, Hilden, Germany), including DNase treatment according to the manufacturer’s instructions to remove all traces of DNA. RNA from the muscle, brain, and liver of the acromegaly model and WT (one-year-old) was isolated the same way. The PrimeScript™ II 1st strand cDNA Synthesis Kit (Takara; Cat no: #6210A) was used to synthesize cDNA. A reverse transcription polymerase chain reaction (RT-PCR) was performed using GH. F and GH. R primers (Table S1) for the detection of tilapia growth hormone gene expression.

### 2.5. Quantitative PCR (qPCR)

Acromegaly model and wild-type (WT) zebrafish larvae (three days post-fertilization (dpf)) were collected. qPCR was performed in triplicate. The total RNAs from 25 embryos were purified using Trizol reagents (Invitrogen), and the PrimeScript™ II 1st strand cDNA Synthesis Kit (Takara; Cat no: #6210A) was used to synthesize cDNA. RNA from the muscle, brain, kidney, and liver of the acromegaly model and WT (1-year-old) was isolated the same way and qPCR was performed in triplicate as well. The housekeeping gene elongation factor 1 alpha (EF1) was used as an internal control. The used genes and primer sequences are listed in Table S2. All reactions were performed in a 20 µL volume, containing 10 µL of SYBR Premix Ex Taq (Tli RNaseH Plus) (Takara), 0.4 µL of each primer (10 µM), 2 µL cDNA (50 ng), and 0.4 µL ROX Reference Dye. Thermal cycling was performed under the following conditions: 2 min at 95 °C, 15 s at 95 °C, 15 s at 58 °C, and 26 s at 72 °C, with a final extension step for 5 min at 72 °C. Data were collected using a 7500 real-time PCR system (Applied Biosystems, Foster City, CA, USA).

### 2.6. RNA-Seq and Data Analysis

#### RNA Isolation and Library Construction

The total RNAs from the acromegaly model and WT larvae (3 dpf) were purified using Trizol reagents (Invitrogen) according to the manufacturer’s instructions. Additionally, RNA from the brain, kidney, and liver of the acromegaly model, WT (one-year-old), and aged zebrafish (three-year-old) was isolated by Trizol. RNA quantity and quality were assessed using the Qubit RNA Assay Kit using a Qubit 2.0 fluorometer (Life Technologies, Gaithersburg, MD, USA) and the 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), respectively. The TruSeq standard mRNA Sample Prep Kit (Illumina, San Diego, CA, USA) was used for the generation of the cDNA library for Illumina sequencing. RNA sequencing was performed on the Illumina HiSeq 2500 platform (Illumina).

### 2.7. Mapping and Identification of Differential Gene Expression

Mapping of raw reads from acromegaly and WT samples to the zebrafish genome reference (GRCz10) retrieved from the Ensembl database (http://www.ensembl.org) was performed using HISAT2 software (http://ccb.jhu.edu/software/hisat2) according to the instructions from the program designers. The Cufflinks pipeline (http://cole-trapnell-lab.github.io/cufflinks/) was used to identify the relative transcript abundance (fragments of reads per kilobase of exon sequence per million mapped sequence reads (FPKM)) between the acromegaly model zebrafish and the WT samples.

### 2.8. Expression2Kinases (X2K)

Firstly, BioMart [13] was used to convert differentially expressed genes (DEGs) of acromegaly zebrafish to their human orthologues. Then, we used X2K [14] to identify the main kinases and transcription factors that regulate gene expression changes.

### 2.9. Heatmaps

The cummeRbund package of R software (https://bioconductor.org/packages/release/bioc/html/cummeRbund.html) was used to generate colored heatmaps from acromegaly zebrafish compared to the WT data.

### 2.10. Gene Set Enrichment Analysis (GSEA)

Using our RNA-Seq data, we performed GSEA [15] by first converting acromegaly zebrafish DEGs to their human orthologues using BioMart (http://www.ensembl.org/biomart/martview/cadc2978fa087d3abda8ff67cc386f83) and then testing for enrichment against double-strand break (DSB), homologous recombination repair (HRR), non-homologous end joining (NHEJ), nucleotide excision repair (NER), and translesion synthesis (TLS) gene sets [16]. For the detection of DNA damage, the gene set [17] in Table S3 was used. Empirical p-values were calculated by performing a bootstrap test in which the gene labels were shuffled 1000 times.

### 2.11. Isolation of Live Muscle and Brain Cells by Fluorescence-Activated Cell Sorting (FACS)

The acromegaly model and WT zebrafish (1-year-old) were euthanized in ice-cold water for 2 min, and then immersed in 70% (*v*/*v*) ethanol for skin sterilization. Zebrafish brain dissection was conducted as follows: in 400 µL of Fetal bovine serum (FBS), the brains collected from three fish from each group were disaggregated by repeated trituration with a 1000 µL tip and filtered through a 40 µm EASYstrainer (VWR, Seattle, WA, USA) for cell isolation. Following the addition of four volumes of Hank’s balanced salt solution (HBSS) (ThermoFisher Scientific, San Jose, CA, USA)/2% FBS, the samples were then washed and resuspended at a concentration of 10^6^/mL in phosphate-buffered saline (PBS)/30% FBS. Muscle dissection was conducted as described previously [18], with some modifications. First, 200 mg of muscle from each fish was mechanically disaggregated and incubated in DMEM medium containing 0.2% collagenase (Worthington Biochemical Corporation, Lakewood, NJ, USA) at room temperature with agitation for 60 min, followed by incubation with 0.006% trypsin at room temperature with agitation for 20 min. Cells were filtered through a 40 µm EASY strainer, and were then washed and resuspended at a concentration of 10^7^/mL in PBS/30% FBS containing 2 μg/mL propidium iodide (Sigma-Aldrich Japan, Tokyo, Japan) and kept on ice until analysis. FACS analysis was performed using an FACS Aria II (Becton Dickinson, San Jose, CA, USA). Propidium iodide fluorescence was excited by a 488 nm laser and detected using a 630/22 bandpass filter. Propidium iodide-positive dead cells were excluded. Only live cells were isolated for immunostaining.

### 2.12. Immunocytochemistry of FACS-Isolated Live Cells

FACS-isolated cells were fixed in PBS/4% paraformaldehyde (PFA) (Sigma-Aldrich Japan) for 10 min at room temperature, then washed in PBS, and smeared on gelatin-coated slides. After air-drying, the slides were rinsed with water to remove salt crystals. They were then permeabilized in PBS/0.2% Triton X-100 (Sigma-Aldrich Japan) for 20 min and blocked in PBS/1% bovine serum albumin (BSA) for 1 h at room temperature. Following this, the slides were incubated in PBS/1% BSA with rabbit H2A.X (phospho S139) antibody (Abcam, Cambridge, MA, USA; cat No.# ab81299) overnight at 4 °C. Slides were then washed five times with PBS (5 min each wash) and incubated for 1 h at 37 °C in PBS/1% BSA with Goat anti-Rabbit IgG (Alexa Fluor 488) (Thermo Fisher Scientific; cat. No. A-11034). Slides were again washed five times with PBS, for a total time of 5 min per wash. Slides were finally incubated with 4′,6-diamidino-2-phenylindole (DAPI) and mounted using Fluoromount™ Aqueous Mounting Medium (Sigma-Aldrich Japan; cat. No. F4680). Cells were imaged on a confocal laser scanning biological microscope (Olympus, Tokyo, Japan; cat. No. FV1200 BX61), and positive and negative H2A.X stained cells were also counted, before being classified into three classes: negative (nucleus negatively stained), grade I (H2A.X foci staining part of the nucleus), and grade II (H2A.X foci all over the nucleus).

### 2.13. Whole-Mount Immunostaining

The acromegaly model and WT zebrafish larvae (9 dpf) were washed with PBS, and then fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. The larvae were treated with methanol for 2 h at −20 °C to enhance permeabilization, and then washed three times in PDT (0.1% Tween-20, 0.3% Triton-X, 1% dimethyl sulfoxide (DMSO) in PBS) with gentle shaking, with a total time of 30 min per wash. The larvae were incubated in blocking solution with 5% BSA for 1 h at room temperature with gentle shaking prior to overnight incubation with rabbit H2A.X (phospho S139) antibody (Abcam; cat No.# ab81299) at a 1/350 dilution in blocking solution. To remove residual primary antibody, larvae were sequentially washed three times with PDT (30 min each wash) and then incubated again in blocking solution with 5% BSA in PBST for 1 h at room temperature with gentle shaking prior to incubation with anti-rabbit, Alexa Fluor 488 (ThermoFisher Scientific; cat. No. A-11034) antibody at a 1/150 dilution in the dark for 2 h at room temperature, and then washed three times in PDT for 30 min each. For counterstaining, larvae were incubated with DAPI at 5/250 dilution in the dark, and then stored in blocking buffer at −4 °C until examination.

### 2.14. Acridine Orange Staining

The acromegaly model and WT embryos (3 dpf) were washed twice with PBS and incubated in PBS containing 2 µg/mL acridine orange (Sigma-Aldrich Japan; cat. No. 318337) for 30 min at 28 °C. Then, embryos were washed five times with E3 buffer. Tricaine-tranquilized embryos were mounted in 4% methylcellulose (Sigma-Aldrich Japan; cat. No. M0387) and visualized using (Olympus; cat. No. FV1200 BX61). Fiji software was used for the quantification of the apoptotic cell number.

### 2.15. Data Availability

The data that support the findings were submitted to Gene Expression Omnibus, under the accession number GSE113169.

## 3. Results

### 3.1. Tilapia GH is Physiologically Active in the Acromegaly Zebrafish Model

To produce a zebrafish acromegaly model, we performed the overexpression of tilapia GH instead of zebrafish *gh1* to be able to differentiate between endogenous and exogenous GH gene expression. Additionally, previous studies showed that tilapia GH can accelerate growth in transgenic zebrafish [19]. Similarly, the established stable acromegaly model zebrafish lines that coexpressed red fluorescent protein (FRP) showed significant enhancement of the growth rate (Figure 1D,E).

Then, we wanted to investigate whether tilapia GH was expressed in our acromegaly zebrafish model. Tilapia GH gene expression was confirmed by reverse transcriptase PCR in the first-generation (F1) three days post-fertilization (3 dpf) larvae, and F1 one-year-old acromegaly muscle and liver (Table S1 and Figure 2A,B), but not in WT larvae or one-year-old WT fish. On the other hand, endogenous zebrafish *gh1* gene expression was significantly reduced in acromegaly larvae and one-year-old acromegaly brain (including pituitary gland) (Figure 2C,D), likely due to a negative feedback loop involving GH excess [20]. Using qPCR, we did not detect endogenous zebrafish gh1 in other organs in WT or the acromegaly model.

GH induces the secretion of IGF1, mainly from the liver. IGF1 usually mediates GH physiological growth effects [21]. In agreement with this, the qPCR results showed a significant induction of the expression level of IGF1a (5-fold) and IGF1b (Table S2 and Figure 2C) in the acromegaly model (F1) larvae and adult acromegaly liver (one-year-old), but not in muscle (Figure 2E). Taken together, these observations indicate that tilapia GH is physiologically active in the acromegaly zebrafish.

### 3.2. The Acromegaly Zebrafish Have Elevated DNA Damage

To investigate whether GH excess affects cellular integrity, we focused on genomic instability, DNA damage, and repair. Genome instability is caused by a high frequency of mutations within the cell genome. These mutations can involve changes in nucleic acid chromosomal rearrangements. Genome instability is central to carcinogenesis, aging, and the pathogenesis of neurodegenerative diseases. The main source of genome instability is increased DNA damage [22].

To study the effect of GH excess on DNA damage, we retrieved differentially expressed genes (DEGs) between WT and acromegaly zebrafish (one-year-old) following RNA-Seq analysis from different organs and assessed the X2K subnetwork [14] of upregulated genes in the liver, kidney, brain, and larvae to determine the main kinase and transcription factors driving the expression of DEGs. 

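RNA-Seq libraries of 27 samples were grouped by organ and genotype. The larvae (3 dpf) gave 2 acromegaly and 2 WT samples, the brain 3 and 3, the kidney 3 and 2, and the liver 3 and 3. The values used here are FPKM, the number of fragments normalized to the length of the exons and to the number of mapped fragments, which the authors computed with Cufflinks after mapping to GRCz10 with HISAT2. The authors gave a single FPKM value per locus for each organ and genotype, with the samples of a group already combined. No SD, count or sequencing depth accompanies these values, so every difference below has no replicate check and no test between the groups was run. An FPKM of 0 is reported only as listed at 0. The table holds 37688 loci, 3617 of them without a gene name. Loci with the same name were added up, which left 29998 gene names, and 1102 of these are loci shared by several genes whose reads cannot be told apart. The 10 loci with the largest FPKM took 11.2% of the FPKM sum in acromegaly larvae and 14.3% in WT larvae, 28.9% and 34.7% in the brain, 20.6% and 25.0% in the kidney, and 18.2% and 23.5% in the liver. The median log2 ratio of acromegaly over WT was −0.020 in larvae, −0.036 in the brain, 0.020 in the kidney and 0.017 in the liver, over the genes above 0 in both groups with a mean FPKM of at least 1. Differences are given as log2(FPKM + 1) in acromegaly minus WT, a scale that understates the change of genes with a low FPKM. Among the genes with a mean FPKM of at least 1, those at least 2-fold higher in acromegaly numbered 422 in larvae, 480 in the brain, 700 in the kidney and 1234 in the liver. Those at least 2-fold lower numbered 488, 378, 1108 and 777 in the same order. As a ratio to these numbers, the filter moved them most. With a mean FPKM of at least 5, the higher genes numbered 138 in larvae, 153 in the brain, 313 in the kidney and 744 in the liver. With a pseudocount of 0.1 in place of 1, they numbered 872, 825, 1196 and 1715, which in larvae, brain and kidney is a larger move in number of genes.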

Protein kinases are master regulators of cell function, as they are responsible for the phosphorylation of other proteins; thus, they play an important role in controlling protein function, cellular machine regulation, and information transfer through cell signaling pathways [23]. The X2K results demonstrated that Ataxia-telangiectasia mutated (ATM) and ataxia-telangiectasia and Rad3-related (ATR) (DNA damage sensors) are among the main kinases that drive the expression of upregulated genes (Table 1). These results were confirmed by whole-mount immunostaining using H2A.X antibody (DNA damage marker) in the acromegaly model larvae. 

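The X2K subnetworks were not rebuilt here, and the genes that entered them are not listed in the paper's text. The genes counted here are those at least 2-fold higher in acromegaly in these data. In the 4 sample types of Table 1, 2535 genes were at least 2-fold higher in acromegaly in at least 1 of them, 269 in at least 2 and 30 in at least 3. The 2 genes at least 2-fold higher in each of larvae, brain, kidney and liver, named after their values were seen, were DNAJA4, with log2 differences of 3.18, 1.09, 1.03 and 1.31, and CABZ01065328.1, with 1.12, 1.88, 3.27 and 2.77. The largest rises in larvae were those of hsp70.3 (60.8 FPKM in acromegaly against 1.97 in WT), SNORA27 (18.4 against a value listed at 0) and serpinh1b (402 against 24.0). In the brain, they were those of CABZ01038521.1 (225 against 0.18), ighv5-8 (26.3, listed at 0 in WT) and SNORA21 (25.0, listed at 0 in WT). In the kidney, stc1l rose from 0.30 to 820 FPKM, the locus XLOC_034749 from a value listed at 0 to 64.2 and calca from 0.29 to 81.8. The liver had its largest rises in vtg2 (31112 against 9.56), vtg3 (3502 against 1.02) and fam20cl (411 against 0.27). The sex of the fish is not in the labels, so these liver rises cannot be told apart from a difference in sex. The kinase genes themselves were expressed at a low level. The atm locus lies on chromosome 15 of GRCz10 from 6517631 to 6653934, and its FPKM was 1.05 in acromegaly and 0.89 in WT larvae, 1.17 and 0.76 in the brain, 1.91 and 1.09 in the kidney, and 1.09 and 1.03 in the liver. The atr locus lies on chromosome 2 from 16715406 to 16780917, and its FPKM was higher in acromegaly larvae (1.27 against 1.05) and liver (1.35 against 1.09) and lower in the acromegaly brain (0.75 against 1.92) and kidney (1.97 against 2.19). From the upregulated genes, the paper reasons through X2K to the kinases upstream of them, and it names ATM and ATR as DNA damage sensors among those kinases.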

The number of H2A.X nuclear-stained cells was significantly high in acromegaly larvae (Figure 3A,B). For quantification of the number of DNA-damaged cells in adult acromegaly fish (one-year-old), we performed tissue disaggregation from the muscle and brain, as described in the materials and methods, and used FACS analysis for the isolation of live cells after the exclusion of Propidium iodide-positive dead cells. Then, we performed H2A.X Immunostaining of FACS-isolated live cells from the brain and muscle. Quantification of H2A.X nuclear-stained cells showed a significant increase of the DNA-damaged cells in acromegaly fish versus WT control (one-year-old) (Figure 3C). Additionally, the heatmap from RNA-Seq data analysis revealed an induction of DNA damage markers [17] in the acromegaly embryo, brain, and kidney (Figure 4A–C). 

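The markers are the 10 genes of Table S3, and Fig. 4A also shows atr. Of these 10 genes, 5 had a higher FPKM in acromegaly than in WT larvae, 7 in the kidney and 10 in the brain. The rad50 gene (chromosome 9 of GRCz10, 54811561 to 54861231) was higher in each of them, with 1.86 FPKM in acromegaly against 1.23 in WT larvae, 1.49 against 0.77 in the brain and 2.82 against 0.62 in the kidney. The uracil-DNA glycosylase gene unga (chromosome 5, 66672850 to 66687381) rose from 2.83 to 5.10 FPKM in larvae, from 1.13 to 1.38 in the brain and from 1.29 to 1.33 in the kidney. For rad23aa (chromosome 1, 51473836 to 51494300) the FPKM was 11.4 against 9.62 in larvae, 6.59 against 5.75 in the brain and 6.83 against 6.26 in the kidney. For ercc3 (chromosome 6, 9358982 to 9394744) it was 6.02 against 4.76, 3.98 against 3.75, and 5.93 against 5.15. The log2 difference of atm was 0.11 in larvae, 0.30 in the brain and 0.47 in the kidney. Other markers changed direction with the organ. The checkpoint kinase gene chek2 (chromosome 5, 9542005 to 9577606) was lower in acromegaly larvae (1.73 against 2.21 FPKM) and higher in the kidney (2.53 against 2.22) and brain (0.55 against 0.041). The gene ddb1 (chromosome 18, 50803094 to 50809033) was lower in larvae (23.8 against 27.5) and higher in the brain (28.8 against 27.2) and kidney (23.3 against 18.9). The ercc1 locus (chromosome 9, 32859780 to 32873262), which it shares with a neighbouring gene, was lower in larvae (4.92 against 6.35) and kidney (8.13 against 11.4) and higher in the brain (3.45 against 2.90). The gene ugt1ab (chromosome 9, 9998614 to 10032338) was lower in larvae (3.43 against 4.99) and kidney (12.2 against 33.1) and higher in the brain (0.76 against 0.19). Its WT liver FPKM was 532, of which the WT kidney value is 6.23%, and 7 liver genes stood in the WT kidney at 9.41% to 14.8% of their WT liver FPKM. The gene xrcc2 (chromosome 24, 7295224 to 7301136) stayed under 1 FPKM and was lower in larvae, where it was listed at 0 in acromegaly, and in the kidney (0.32 against 1.00), and higher in the brain (0.18 against 0.065). The 5 markers that were lower in larvae are not drawn in Fig. 4A, nor are the 3 that were lower in the kidney drawn in Fig. 4B.

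**Figure D1:**
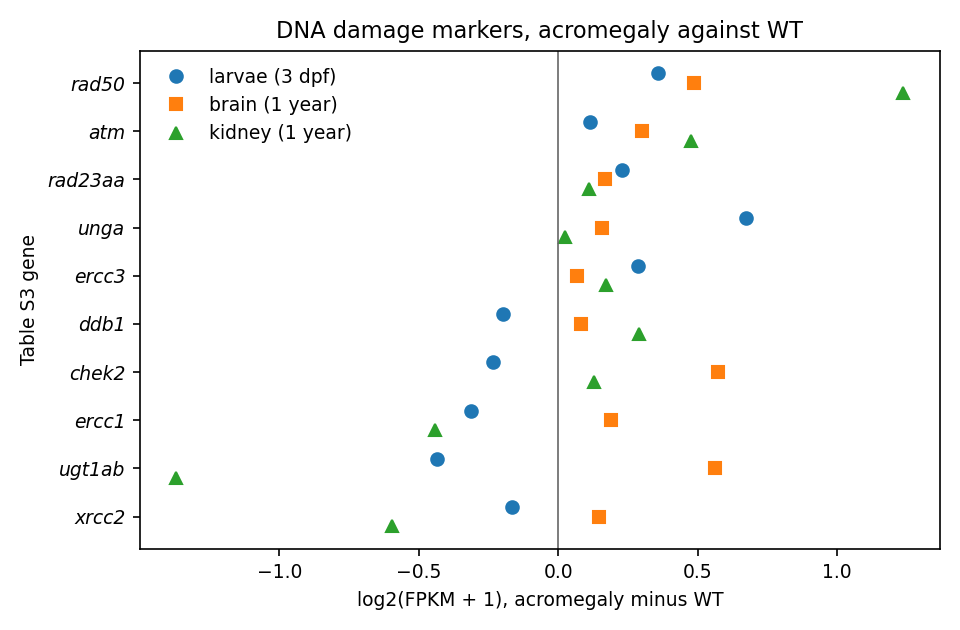
Log2(FPKM + 1) in acromegaly minus WT (x axis) of the 10 genes of Table S3 (y axis), with a point for larvae at 3 dpf, for the brain and for the kidney of 1-year-old fish; each point comes from the authors' single value per group and has no error. The brain points lie between 0.068 and 0.57, and the kidney points between −1.37 (ugt1ab) and 1.24 (rad50).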

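GSEA ranks all genes by their change and asks whether a gene set gathers at an end of the ranking. Genes above 0 in both groups were ranked by the ratio of acromegaly over WT FPKM, the metric named in Fig. 4D–F, and the enrichment score was computed with hits weighted by the size of the log2 ratio. In the brain, the 10 markers had an enrichment score of 0.74 among 23222 ranked genes. In larvae, the 9 markers above 0 in both groups had an enrichment score of 0.27 among 21119 genes. In the kidney the score was −0.32 among 19625 genes, with 7 markers higher and 3 lower. The kidney score was 0.40 among genes with a mean FPKM of at least 1 and 0.22 with unweighted hits. As a description of these libraries, the median log2 ratio of the markers was set against 10000 random gene lists of the same size and expression. The median was 0.45 in the brain, above 96.4% of the random lists. It was 0.23 in larvae, above 86.2% of them, and 0.16 in the kidney, above 70.1%. The paper reads an induction of the markers in the embryos, brain and kidney from its heatmaps (Fig. 4A–C), and from its own GSEA it states that this induction was significant.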

Using GSEA, we found that the induction of DNA damage markers was significant (*p*-value < 0.05, FDR < 0.25) (Figure 4D–F, Table S3) in the acromegaly embryos, brain, and kidney. Taken together, these observations suggest that GH excess in acromegaly model zebrafish is accompanied by an increase in DNA damage in different organs.

### 3.3. Impairment of DNA Repair Pathways in Acromegaly Zebrafish Liver and Induction of Apoptosis in Acromegaly Larvae

Since DNA repair pathways are fundamental for repairing DNA damage, we investigated whether GH excess also impairs DNA repair. We retrieved a set of genes involved in DNA repair activities in humans [16] and converted them to their zebrafish orthologues using BioMart. Then, we performed GSEA from the WT (one-year-old), acromegaly model (one-year-old), and aged zebrafish (three-year-old) RNA-Seq data, and we found that DNA repair genes were significantly reduced (*p*-value < 0.05, FDR < 0.25) in the liver of acromegaly and aged fish (Figure 5). 

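The list of repair genes of the paper's reference 16 is not printed in its text, so known members of each pathway were listed before the data were examined. Of the 171 symbols, 161 were found in the table, and 160 were above 0 in both livers. In the acromegaly liver 55 of these genes had a higher FPKM than in the WT liver and 105 a lower one. Their median log2 ratio was −0.28, which was below that of nearly all 10000 random lists of the same size and expression (percentile 0.01). The largest departure from this value came from restricting the genes to a mean FPKM of at least 1, with a percentile of 1.20. The enrichment score was −0.36 among 20349 genes ranked by the ratio of FPKM. The metric of Fig. 5 needs the spread between samples, and the ratio was used in its place. Base excision repair, mismatch repair and Fanconi anemia genes, together with a few others outside the 5 pathways of the paper, made up 53 of the genes. Among them 15 were higher and 38 lower, with a median log2 ratio of −0.39 (percentile 0.26). The largest changes among them were falls in unga (from 1.81 to 0.31 FPKM), mgmt on chromosome 17 from 20194377 to 20198555 (from 16.8 to 8.94) and neil3 on chromosome 14 from 36074542 to 36096955 (from 2.87 to 1.31). The acromegaly liver column also differed from WT in vitellogenin transcripts, which took 3.59% of its FPKM sum against 0.0078% in WT. Oocyte genes were higher there (median log2 difference 1.61) and testis genes lower (−0.77). The sex of the fish is not in the labels, so the fall of the repair genes cannot be told apart from a difference in sex. The aged fish were not analysed here.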

To better dissect which DNA repair pathway was perturbed due to GH excess, we compared the expression of the genes encoding proteins involved in each of the five main DNA repair pathways: DNA damage response signaling (DDRS), homologous recombination repair (HRR), non-homologous end joining (NHEJ), nucleotide excision repair (NER), and translesion synthesis (TLS). Interestingly, the impairment of DNA repair pathways was even more prominent in the model than in aged zebrafish (Figure 5). All repair pathways were significantly downregulated in the acromegaly zebrafish liver (Figure 5), while downregulation of DNA repair pathways in other organs was not statistically significant (data not shown); however, three out of the five pathways were reduced in the aged zebrafish liver (Figure 5). 

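In the liver, the median log2 ratio of each of the 5 pathway lists was below 0. For the DDRS list it was −0.19, with 14 of 24 genes lower (percentile 17.2 among random lists). The HRR list had a median of −0.31, with 17 of 26 genes lower (percentile 14.9). For NHEJ the median was −0.12, with 6 of 10 genes lower (percentile 31.5). For NER it was −0.073, with 19 of 32 genes lower (percentile 27.9), and for TLS −0.32, with 11 of 15 genes lower (percentile 10.6). None of these 5 medians lay outside the percentiles 2.5 to 97.5 of the random lists. This median is another statistic than the paper's enrichment score. In simulations with the liver ratios shuffled among genes, a planted log2 change of −0.5 was found in 71.5% of lists of 25 genes. For lists of 10 genes it was found in 33.5%, so a percentile inside this range does not exclude a fall. The enrichment scores were −0.46 for DDRS, −0.50 for HRR, −0.47 for NHEJ, −0.23 for NER and −0.55 for TLS. Among the DDRS genes, large changes were falls in h2afx (chromosome 5, 29934549 to 29935174, 3.72 FPKM in acromegaly against 12.3 in WT) and rad9b (0.53 against 1.69). Among the HRR genes they went both ways, with a rise in xrcc3 (4.50 against 1.15) and a fall in rad52 (0.070 against 1.22). The NHEJ genes with the largest changes were dclre1c (2.85 against 6.76), xrcc4 (3.12 against 4.41) and the locus of polm and ved (0.50 against 0.81). The NER genes were cdk7 (5.45 against 9.26), mnat1 (1.83 against 3.35) and ercc8 (3.53 against 5.64). The TLS genes were rev1 (1.82 against 3.94), pcna (44.5 against 65.2) and poli (1.74 against 2.83). In other organs, the median log2 ratio of all repair genes was 0.086 in larvae (percentile 96.6), 0.0045 in the brain (percentile 67.01) and 0.062 in the kidney (percentile 75.6). Of the 5 pathway lists, the lowest percentiles there were 3.29 for NHEJ in the brain and 5.88 for TLS in the kidney. Without loci shared by several genes they were 9.58 and 35.5, and with the difference in log2(FPKM + 1) 6.86 and 5.96. With a mean FPKM of at least 1 they were 3.3 and 5.7, and with lists matched on GC content and length 3.1 and 3.9. The list of base excision repair, mismatch repair, Fanconi anemia and other genes had a percentile of 2.29 in the brain, with 32 of 52 genes lower. The difference between the liver and these organs was not tested. From its own GSEA, the paper states that the repair pathways fell in the acromegaly liver.

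**Figure D2:**
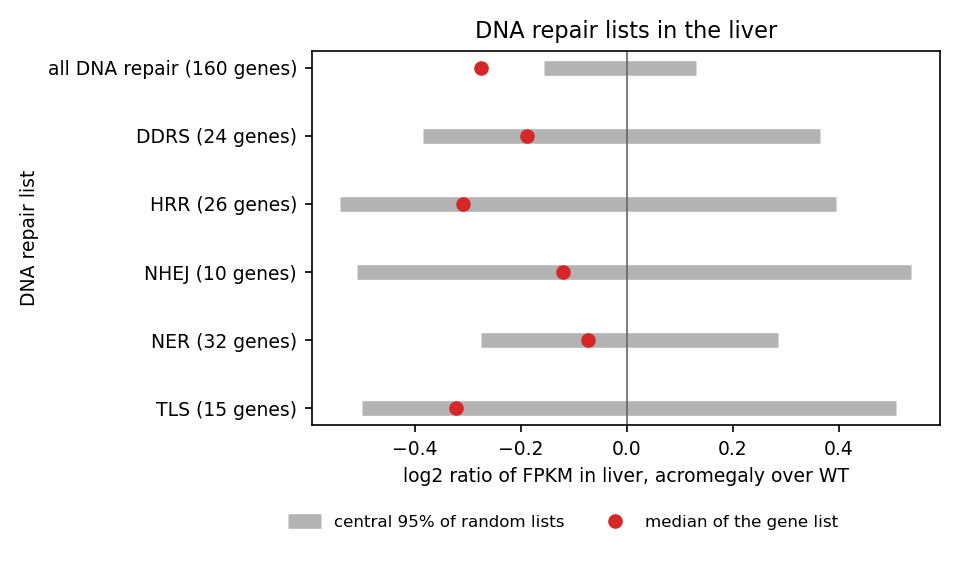
Median log2 ratio of FPKM, acromegaly over WT liver (x axis, red points), of each DNA repair list (y axis, with its number of genes); the grey bars span the percentiles 2.5 to 97.5 of 10000 random lists of the same size and expression. The point of all DNA repair genes (−0.28) lies left of its bar, which starts at −0.16, and the points of the 5 pathways lie within theirs.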

The defect in various DNA repair pathways and DNA damage can activate both membrane death receptors and the endogenous mitochondrial damage pathway, leading to cell death via apoptosis [24]. Consistent with this, we observed a progressive increase in the acridine orange-stained apoptotic cell number in acromegaly larvae with the induction of p53 gene expression (Figure 4E).

In general, these results suggest that GH excess affected cellular protection through the reduction of DNA repair pathways in the liver, the induction of DNA damage, and apoptosis.

## 4. Discussion

Zebrafish are ideal models for studying human diseases owing to their physiological similarity to mammals, ease of genetic manipulations, the optical clarity of embryos and larvae, rapid development and productivity, and cheap housing costs. Moreover, zebrafish models have been developed for many genetic diseases, including embryonic, developmental, carcinogenesis, and immunological diseases, among others [25]. That prompted us to study an acromegaly zebrafish model to study acromegaly pathogenies.

In agreement with our results, previous reports have shown that peripheral lymphocytes of acromegaly patients increased the micronucleus (MN) and oxidative DNA damage [26,27]. Additionally, bone marrow cells isolated from transgenic growth hormone (Tg) mice, showed significantly greater constitutive levels of H2AX foci and chromosomal aberrations [28]. Moreover, the rapid growth of GH-transgenic salmon was associated with substantial telomere loss per time unit, which may be due to elevated oxidative damage to DNA [29].

Acromegaly patients, GH transgenic rats, and GH-transgenic salmon showed a significant induction of oxidative stress [26,29,30]. Since oxidative stress is known to cause DNA damage involving point mutations because of base oxidation, the elevation of oxidative stress could provide a reasonable explanation of increased DNA damage in acromegaly patients [26,29].

Growth hormone secretion occurs in an intermittent or pulsatile pattern from the pituitary gland according to body needs rather than through continuous release [31]. However, this pulsatile pattern is lost in acromegaly due to continuous GH hypersecretion [32]. In acromegaly patients, the basal GH level can increase up to 100-fold [33].

In this study, endogenous growth hormone was only detected in the brain of WT and acromegaly adult zebrafish as the pituitary gland is the source of GH production [34]. Endogenous GH was significantly reduced in acromegaly zebrafish larvae and adults, probably due to the negative feedback loop [20].

On the other hand, exogenous GH gene expression was detected by RT-PCR in acromegaly fish at the larvae and adult stage, but not in WT fish. Acromegaly liver and muscle showed strong tilapia GH gene expression, which indicates that the EF1 promoter drives GH gene expression in the adult stage as well; however, it was barely detected in the brain. These results are consistent with previous studies which showed that the EF1 promoter encounters a progressive inactivation in the nervous system [35,36].

The major GH effects are mediated by the GH/IGF-1 axis, which is the key controller of somatic growth [37,38]. IGF-1 is secreted mainly from the liver to mediate most of the GH physiological effect [21]. In agreement with this, our acromegaly model showed a significant increase in liver IGF-1. However, muscle did not show a significant induction of the IGF-1 mRNA level.

Unlike the pulsatile nature of GH secretion, the IGF-1 level is much more constant throughout the day, thus, the IGF-1 level is being used more frequently for the routine diagnosis of acromegaly [1,4]. According to age, the normal serum IGF-1 level can range from 69–483 ng/mL [39]. In acromegaly patients, the average serum IGF-1 level is about 676 ng/mL and may reach 1000 ng/mL [33], meaning that it can increase from approximately 1.5-fold to 10-fold. Our acromegaly model showed a four-fold increase in liver IGF-1 mRNA level and a five-fold increase in IGF-1 mRNA level at the larval stage, indicating that our acromegaly model IGF-1 level may resemble the acromegaly IGF-1 level.

Elevation of the GH/IGF-1 axis in our acromegaly model was associated with significant down-regulation of DNA repair pathways. Consistent with these findings, GH/IGF-1 deficiency in primary fibroblasts derived from dwarf rats elevated cellular DNA repair capacity [40].

The recommended medical therapies for acromegaly according to the guidelines of the Endocrine Society (ENDO) are pegvisomant (GH-receptor blocking agents) and somatostatin receptor ligands (SRLs) [41], which are dependent on the blocking GH from acting. However, a better understanding of acromegaly perturbed health parameters may help in the identification of additional potential targets for therapeutic interventions. Here, we produced an acromegaly zebrafish model and investigated how GH excess functions in an acromegaly model, focusing on cellular integrity. Cellular integrity is a fundamental parameter that reflects the health status of an organism. The induction of DNA damage and decline of DNA repair in an acromegaly zebrafish model provide a better understanding of acromegaly and can be used as a marker for the diagnosis and follow-up of acromegaly patients.

X2K analysis revealed that ATM and ATR (DNA damage sensors) are among the main protein kinases that drive the expression of acromegaly zebrafish upregulated genes; however, other protein kinases were enriched as well (Table 1), suggesting the perturbation of additional signaling pathways in the acromegaly model.

## 5. Conclusions

We produced an acromegaly zebrafish model that overexpresses tilapia GH and the red fluorescence protein (RFP) reporter gene and performed RNA-Seq data analysis from different organs using various approaches to identify the perturbed biological processes. RNA-Seq data analysis suggested the impairment of DNA repair pathways in the liver and elevation of DNA damage in different organs. DNA damage was confirmed by immunostaining experiments, thus reinforcing the previous notion that blood lymphocytes from acromegalic patients exhibit an elevation of DNA damage [26,27]. However, our data suggest that GH excess elevates DNA damage in various organs.

One of the main health complications associated with acromegaly is the increased incidence of colon cancer [1]. Since genomic instability and increased DNA damage are among the main causes of cancer induction [42], the elevation of DNA damage in our model highlights the potential role of DNA damage in colorectal cancer induction in acromegaly. Consistently, previous studies suggested that the positive association between micronucleus (MN) DNA damage frequency and serum IGF-1 levels may predict the risk of malignancy in acromegalic patients [26].

## Figures and Tables

**Figure 1:**
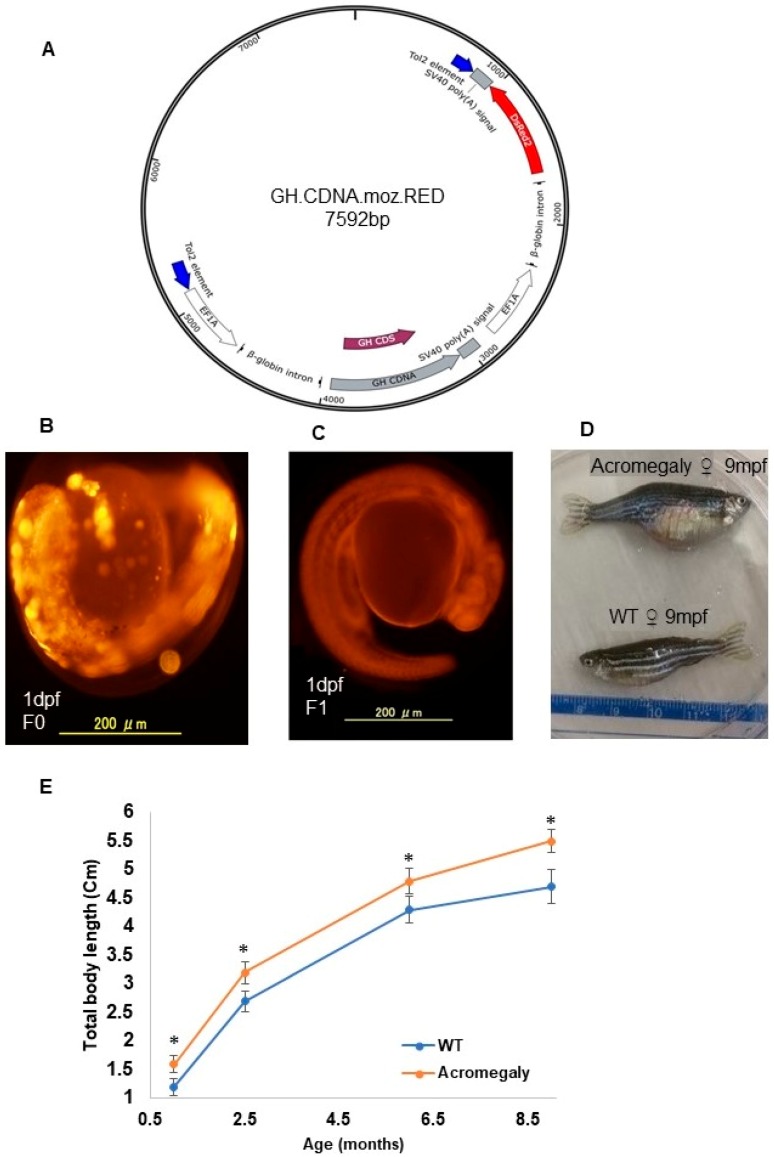
Production of the acromegaly zebrafish model overexpressing tilapia GH. (**A**) The structure of the GH-CDNA-moz-RED construct used to produce acromegaly zebrafish. The blue arrows indicate Tol2 transposable element. EF1A promoters drive expression of Tilapia GH cDNA and DsRed2 CDS. (**B**) Acromegaly zebrafish F0 generation larvae (1 dpf) showing mosaic expression of red fluorescent protein (RFP) reporter gene expression. (**C**) Acromegaly zebrafish F1 generation larvae (1 dpf) showing homogenous expression of red fluorescent protein (RFP) reporter gene expression in the whole body. (**D**) Representative female acromegaly zebrafish F1 generation (9 mpf) showing a progressive increase in growth rate compared to wild-type (WT). (**E**) Shown are growth curves represented as the total body length of fish recorded from one month till nine months of age between eight F1 Acromegaly zebrafish (four males and four females) and eight WT zebrafish (four males and four females). Data are expressed as the mean ± SE (*n* = 8). Statistical differences (*t*-test, *P* < 0.05) are denoted by asterisks. dpf: days post-fertilization, mpf: months post-fertilization.

**Figure 2:**
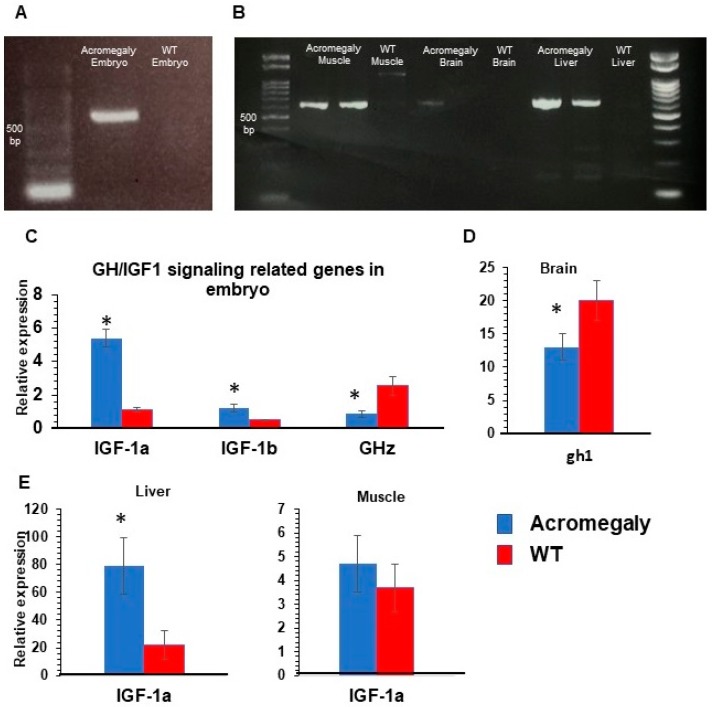
GH/IGF1 signaling-related gene expression in Acromegaly zebrafish. (**A**,**B**) RT-PCR showing tilapia GH gene expression in acromegaly zebrafish larvae (3 dpf) (**A**), acromegaly muscle, and acromegaly liver (-year-old), (**B**) but not in wild-type (WT). (**C**–**E**) Relative gene expression of GH/IGF1 signaling pathway-related genes from acromegaly zebrafish at larval stage (3 dpf) (**C**), one-year-old acromegaly Brain (**D**), and acromegaly muscle and liver (**E**), versus wild-type (WT). IGF1a (insulin-like growth factor 1), IGF1b (insulin-like growth factor 3), and GHz (zebrafish growth hormone). Data are expressed as the mean ± SE (*n* = 6). Statistical differences (*t*-test, *P* < 0.05) are denoted by asterisks. dpf: days post-fertilization, mpf: months post-fertilization.

**Figure 3:**
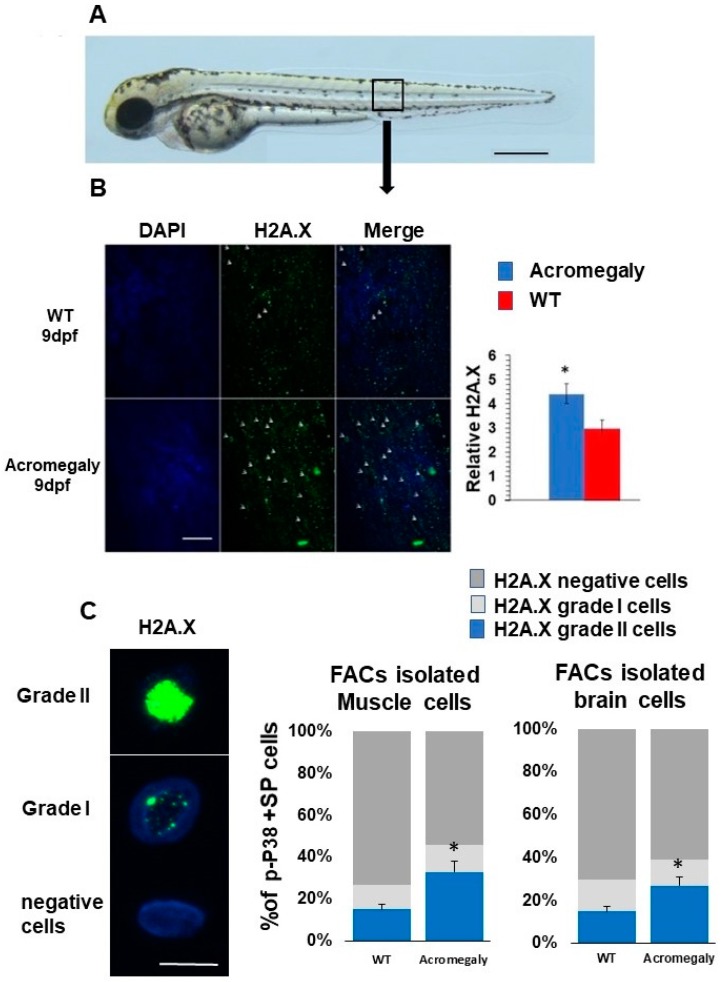
Increased DNA damage in Acromegaly zebrafish larvae and adult. (**A**) A zebrafish larva showing the area for taking the image for H2A.X quantification (black box). Bar = 500 µm. (**B**) Representative H2A.X whole-mount immunostaining and quantification in acromegaly and WT zebrafish (9 dpf) showing a significant increase in the number of H2A.X stained cell nuclei in the acromegaly zebrafish model. Arrows in panel B show H2A.X stained cell nuclei. Bar = 40 µM. Quantification was performed using Fiji software. (**C**) Representative H2A.X grade I, grade II, and negatively stained cells. Bar = 5 µM (left). Quantification of H2A.X positive and negative stained live isolated cells from the muscle and brain of acromegaly and WT (one-year-old) fish (left). Data are expressed as the mean ± SE (*n* = 3). Statistical difference (*t*-test, *P* < 0.05) is denoted by an asterisk.

**Figure 4:**
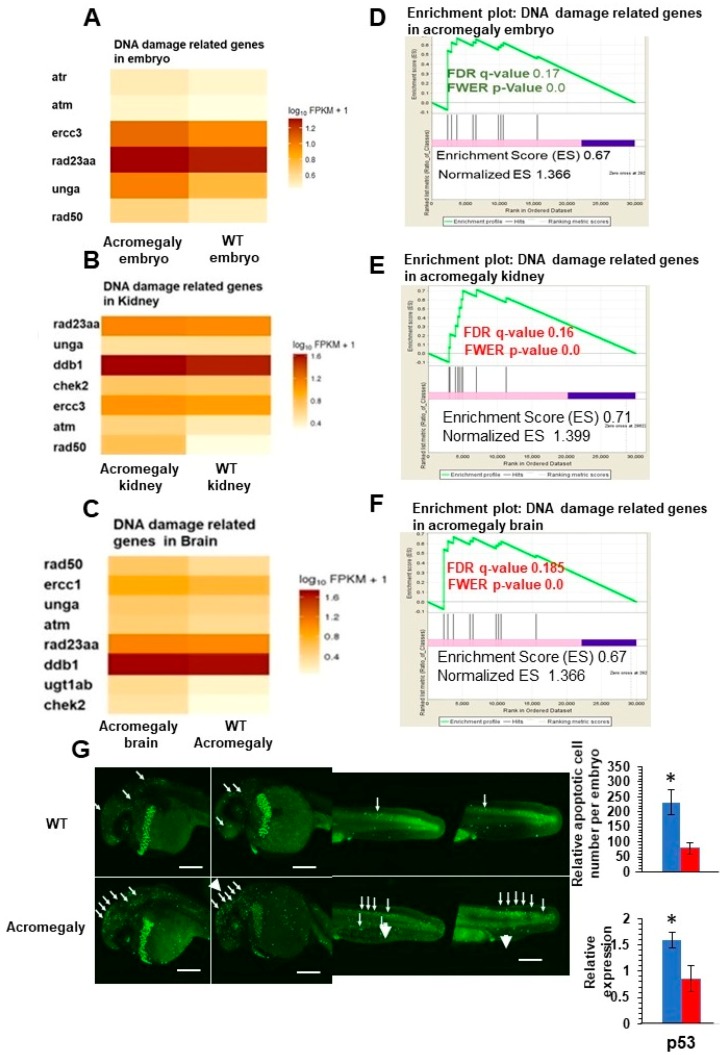
Increased DNA damage in various organs of acromegaly zebrafish model. (**A**–**C**) Heatmap of DNA damage markers in acromegaly larvae (3 dpf) (**A**), acromegaly kidney (one-year-old) (**B**), and acromegaly brain (one-year-old) (**C**) versus WT. (**D**–**F**) The results of GSEA showing the familywise-error rate (FWER) *p*-values, false discovery rate (FDR), enrichment scores (ES), and normalized ES of DNA damage markers in acromegaly larvae (3 dpf) (**D**), acromegaly kidney (one-year-old) (**E**), and acromegaly brain (one-year-old) (**F**) versus WT. Significant *p*-value < 0.05 and FDR *q*-value < 0.25 are written in red. According to GSEA [15], the reported *p*-value of 0.0 indicates an actual *p*-value of less than 0.01 (**G**) Representative Acridine orange (AO) staining and quantification of acromegaly model and WT larvae. The quantification of AO positive apoptotic cells was performed using Fiji software (left). P53 expression levels in the acromegaly model and WT larvae (right). Data are expressed as the mean ± SE (*n* = 3). Statistical difference (*t*-test, *P* < 0.05) is denoted by an asterisk.

**Figure 5:**
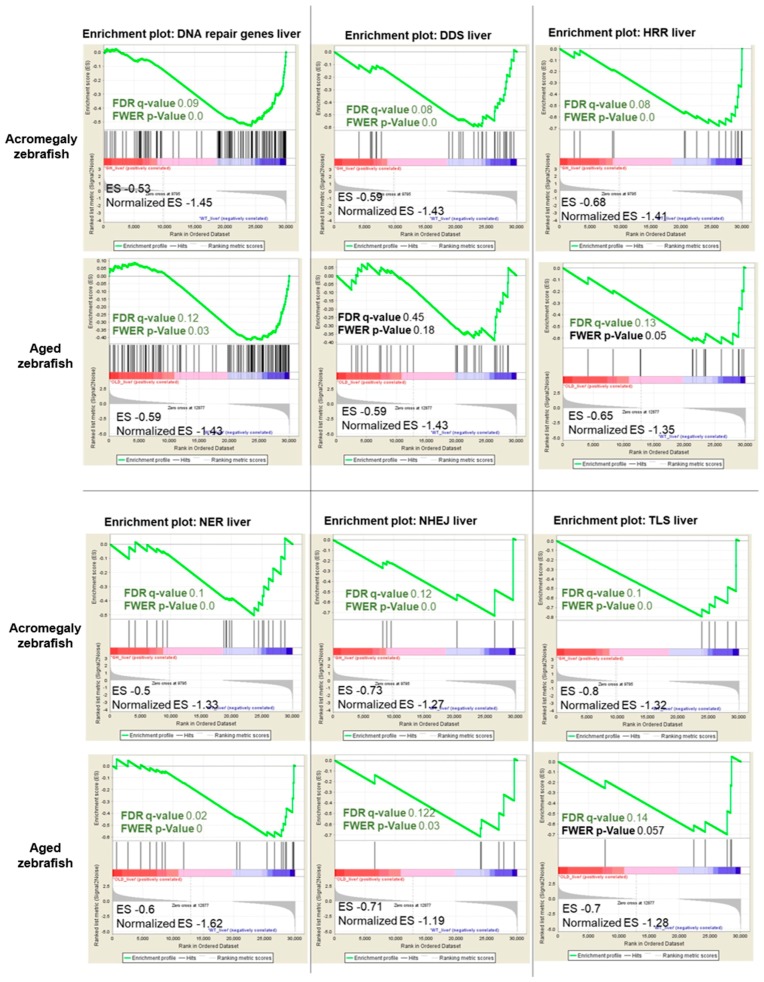
Acromegaly and aged zebrafish impaired DNA repair pathways in the liver. The results of GSEA in acromegaly (one-year-old) and aged zebrafish (three-years-old) liver versus control (one-year-old) showing the familywise-error rate (FWER) *p*-values, FDR, ES, and normalized ES of DNA repair pathways. Significant *p*-value < 0.05 and FDR *q*-value < 0.25 are written in red. According to GSEA [15], the reported *p*-value of 0.0 indicates an actual *p*-value of less than 0.01.

**Table 1:** X2K analysis of upregulated genes in acromegaly zebrafish model.

Kinases	Substrate in Input	Substrates in Database	Combined Score
**The main eight kinases regulate Upregulated genes in Acromegaly brain**			
HIPK2	9	43	32.7
MAPK14	9	43	32.72258
PRKDC	16	461	15.36258
ATR	11	227	15.34714
TAF1	6	63	14.71918
CSNK2A1	5	42	13.43954
CHEK2	17	521	13.2443
CDK2	5	41	12.59273
**The main eight kinases regulate Upregulated genes in Acromegaly liver**			
MAPK1	34	312	76.13761
CSNK2A1	38	521	57.07884
GSK3B	36	600	41.68791
CHUK	14	90	35.26104
MAPK14	29	461	34.38588
ATM	18	177	34.03207
CSNK2A2	22	267	33.89444
AKT1	21	256	31.73479
**The main eight kinases regulate Upregulated genes in Acromegaly Kidney**			
MAPK1	17	312	36.51985
CSNK2A1	21	521	33.22942
CSNK2A2	15	267	31.16424
MAPK8	14	275	26.28329
ATM	11	177	24.1775
HIPK2	7	43	23.41801
MAPK14	17	461	22.83626
ATR	7	63	18.45281
**The main eight kinases regulate Upregulated genes in Acromegaly larvae**			
MAPK1	28	312	53.17025
AKT1	22	256	41.05688
CSNK2A1	32	521	39.35772
MAPK3	21	251	34.32238
ATM	17	177	30.62717
HIPK2	10	43	28.47911
ATR	11	63	26.07581
PRKCD	14	146	24.01391

ATM and ATR (DNA damage sensors) are among the main protein kinases that drive the expression of acromegaly zebrafish upregulated genes. X2K created from upregulated genes of RNA-Seq data in the acromegaly zebrafish (one-year-old) compared to wild-type (WT) showing the main eight kinase proteins that regulate gene expression changes in the brain, kidney, and liver, in addition to larvae (3 dpf).

## Supplementary Materials

The following are available online at http://www.mdpi.com/2079-7737/7/4/47/s1, Table S1: Primers used for PCR, Table S2: Sequences of qPCR primers for selected genes, Table S3: DNA damage gene set used for GSEA.

# Supplementary material for: A Zebrafish Acromegaly Model Elevates DNA Damage and Impairs DNA Repair Pathways
**Source:** Biology (Basel). 2018 Oct 17;7(4):47. doi: 10.3390/biology7040047
**Supplement:** Supplementary file 1

# A Zebrafish Acromegaly Model Elevates DNA Damage and Impairs DNA Repair Pathways

Abdalla Elbially <sup>1</sup>, Shuichi Asakawa <sup>1</sup>, Shugo Watabe <sup>2</sup> and Shigeharu Kinoshita <sup>1,\*</sup>

## Supplementary Tables

**Table S1.** Primers used for PCR.

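These primers amplify the tilapia growth hormone gene carried by the acromegaly fish. Neither the forward primer of 28 bases nor the reverse primer of 37 bases was found in the transcript sequences of the 37688 zebrafish loci of the RNA-Seq table, on either strand and without mismatches.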

| Primer | Sequence                              | Reference  |
|--------|---------------------------------------|------------|
| GH. F  | ATCAGAACCACCGACTCACATCATAATC          | This study |
| GH. R  | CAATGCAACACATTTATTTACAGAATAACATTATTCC | This study |

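Primers of the qPCR were searched, without mismatches and on either strand, in the transcript sequence that the RNA-Seq table gives for each locus. The primers of endogenous growth hormone (AGGTCTTATGCCTGAGGAACG and AAGGTCTGGCTGGGAAACTC) lie in the transcript of gh1 (chromosome 3 of GRCz10, 22197190 to 22202365), from base 209 to base 385 of 1197, and span 177 bases. The EF1 primers span 190 bases of the eef1a1l2 transcript (chromosome 19, 43523334 to 43539373). The IGF1b primers span 74 bases of the igf3 transcript (chromosome 8, 13812294 to 14014687), and its forward primer also matches the opposite strand of the transcript CT025854.1. The reverse IGF1a primer (AAGATGGGGCTTAAACGTCC) lies at bases 881 to 900 of the transcript of a locus that igf1 shares with nup37 (chromosome 4, 17321167 to 17381441), and the forward IGF1a primer had no match without mismatches.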

**Table S2.** Sequences of qPCR primers for selected genes.

| Primer                                      | Forward Primer (5 to 3) | Reverse Primer (5 to 3) | Reference  |
|---------------------------------------------|-------------------------|-------------------------|------------|
| Insulin-like growth factor 1 (IGF1a)        | ACACAGGGGGCAGAACTAT     | AAGATGGGGCTTAAACGTCC    | [42]       |
| Insulin-like growth factor 3 (IGF1b)        | CGTGATGTCCCTGCATCTGT    | TTCTGGTATCGCCGCTGAAA    | This study |
| Zebrafish growth hormone (GH <sub>z</sub> ) | AGGTCTTATGCCTGAGGAACG   | AAGGTCTGGCTGGGAAACTC    | [42]       |
| Elongation factor 1 alpha (EF1)             | TGTCCTCAAGCCTGGTATGG    | TGGGTCGTTCTTGCTGTCTC    | [42]       |
| Tumor suppressor p53 (p53)                  | ATCATCTGAGCCCAAACAGG    | AAATGACCCCTGTGACAAGC    | [17]       |

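The RNA-Seq table lists all 10 genes of the set under their symbols, with the UDP glucuronosyltransferase gene as ugt1ab and the checkpoint kinase gene as chek2, the spellings of Fig. 4. Most are DNA repair or checkpoint genes, and ugt1ab encodes an enzyme that conjugates glucuronic acid. In the table, ercc1 shares its locus with a neighbouring gene. The symbol ddb1 also stands on another locus, joined with PDPR and taldo1 (chromosome 18 of GRCz10, 50836025 to 50967512), with 121 FPKM in acromegaly and 88.3 in WT larvae, 68.4 and 84.5 in the brain, and 212 and 157 in the kidney. The values given for ddb1 at Fig. 4 are those of the locus it has alone.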

**Table S3.** DNA damage gene set used for GSEA.

| Zebrafish Gene Name                                                                   | Gene Symbol |
|---------------------------------------------------------------------------------------|-------------|
| X-ray repair complementing defective repair in Chinese hamster cells 2                | xrcc2       |
| UDP glucuronosyltransferase 1 family a, b                                             | utg1ab      |
| uracil-DNA glycosylase a                                                              | unga        |
| RAD50 homolog                                                                         | rad50       |
| RAD23 homolog Aa                                                                      | rad23aa     |
| excision repair cross-complementing rodent repair deficiency, complementation group 1 | ercc1       |
| excision repair cross-complementing rodent repair deficiency, complementation group 3 | ercc3       |
| damage specific DNA binding protein 1                                                 | ddb1        |
| protein kinase Chk2                                                                   | chk2        |
| ataxia telangiectasia mutated                                                         | atm         |

How the deposited data were processed for this re-analysis (not part of the article)

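The data are RNA-Seq of acromegaly and WT zebrafish, from larvae at 3 dpf and from the brain, kidney, liver and muscle of 1-year-old fish, 27 samples in all. Samples were assigned to organ and genotype from their labels, with 2 acromegaly and 2 WT samples of larvae, 3 acromegaly and 2 WT kidneys, and 3 and 3 of the brain, liver and muscle. The paper's RNA-Seq methods do not name the muscle samples, whose values are given only in the closing section. The three-year-old fish were not analysed here.

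The authors prepared libraries with a TruSeq kit, sequenced them on an Illumina HiSeq, mapped the reads to GRCz10 with HISAT2 and computed FPKM with the Cufflinks pipeline. The values the authors deposited are FPKM, fragments normalized to the length of the exons and to the number of mapped fragments, in 10 columns, a column for each organ and genotype. The samples of a group were already combined by the authors, and no count, SD, confidence bound or depth is given. The depth is unknown, and how it limits a value cannot be stated. FPKM divide by the total, so a few abundant transcripts in a group lower the values of all others. The authors' Cufflinks loci join neighbouring or overlapping genes in places, and the FPKM of such a locus belongs to all of its genes.

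The planned tests compared samples with limma and ranked genes by signal-to-noise. They need values per sample, and the design set beforehand was to run no test if the table held only group means. No p-value is therefore given. From the deposited FPKM, loci with the same name were added up (860 names had several loci, and 33615 genes and unnamed loci resulted). Differences were computed as log2(FPKM + 1) in acromegaly minus WT, with a pseudocount of 1. Genes with a mean FPKM of at least 1 over both groups of an organ were counted when they differed by at least 2-fold on this scale. Coordinates are those of the table on GRCz10, with the start raised by 1, since the listed end minus start equals the transcript length in 5523 loci.

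Gene sets were matched to symbols without regard to case, with a gene's own locus preferred to a shared one. Of the 10 genes of Table S3, 10 were found. The repair lists were written before the data were examined, since the paper's lists (its reference 16) are not printed in its text or supplement, and 161 of 171 symbols were found. The names in the table numbered 31265 after splitting shared loci, of which 18941 are current symbols in the RefSeq annotation of assembly GRCz12tu, and no coordinate of that assembly was used. The enrichment score follows GSEA with genes above 0 in both groups, ranked by the ratio of FPKM and weighted by the size of the log2 ratio. The median log2 ratio of a list was placed among 10000 random lists of the same size, drawn within 20 bins of mean expression. A percentile under 2.5 or above 97.5 was taken as standing apart. It describes these libraries only and is no test between genotypes.

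The set statistics were tested on simulated data made from the WT liver values of 20349 genes. In 200 simulated sets with log-normal noise, lists of 25 genes with a planted log2 change of −0.5 were placed under percentile 2.5 in 99.0% of cases, and lists without a change fell outside 2.5 to 97.5 in 5.0%. This noise is narrower than the spread of the real ratios, so a simulation with the real liver log2 ratios shuffled among genes of similar expression was added after the data were examined. With it the same change was found in 71.5% of cases for lists of 25 genes, in 33.5% for lists of 10 genes and in 100% for lists of 160 genes. Lists of 10 genes, the size of the DNA damage markers and of NHEJ, can therefore miss a change of this size. Genes varied independently in both simulations, so the 5.0% for lists without a change follows from the design. The repair genes had a median correlation of 0.55 with a list of cell cycle genes over the other organs. How often a list of correlated genes would stand apart was not simulated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

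The genes named are those of Table S3 and of the heatmaps of Fig. 4, gh1, igf1 and igf3, in each organ the 3 largest rises and falls among genes with a symbol, and in each repair list the 3 largest changes. Some genes under this rule are not reported here. This rule was set before the data were examined and also required a test across samples, which could not be applied. Other genes named were singled out after their values were seen. Of these, prl, smtlb, smtla, tshba, hbaa1, hbba1, fabp10a and zp3b come from marker lists written before the data were examined, and DNAJA4, CABZ01065328.1, eef1a1l2, esr1, the locus of vtg1, hsp70l and dnajb1b do not. The alternatives tried were a pseudocount of 0.1, no filter, a mean FPKM of at least 5, median-ratio scaling, quantile normalization, another ranking metric, a mean FPKM of at least 1 for the sets and unweighted hits. Added after the data were examined were each locus on its own, loci shared by several genes left out, and random lists also matched on GC content and transcript length. X2K was not run.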

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

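Most of the results below come from columns, genes or organs that the paper does not report on. The exceptions are gh1 in the brain (Fig. 2D), and ugt1ab and the DNA damage markers in the kidney (Fig. 4), which the paper covers. The tests were chosen after the results they bear on were seen, apart from the subtraction of a liver share from the WT kidney column and the search for other adult transcripts in larvae.

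Vitellogenin transcripts, which the paper does not discuss, were far higher in the acromegaly than in the WT liver. The log2 difference of vtg2 was 11.53, from 9.56 to 31112 FPKM, that of vtg3 was 10.76, and that of the locus shared by vtg1, vtg4, vtg5, vtg6 and vtg7 was 7.79. The estrogen receptor gene esr1, chosen after its value was seen, rose from 1.49 to 126 FPKM. The authors' scaling is not the cause, since the median log2 ratio of all genes in liver was 0.017. Ovary tissue in the acromegaly liver samples would bring vitellogenin and oocyte transcripts together. The FPKM of vtg2 over that of the oocyte gene zp3b was 2350 in the acromegaly liver and 0.46 in acromegaly muscle, which goes against it. A candidate explanation is a larger share of females among the acromegaly fish. Lists written before the data were examined showed oocyte genes higher and testis genes lower in acromegaly in 3 of the 4 adult organs, the brain, liver and muscle. The median log2 difference in the liver was 1.61 for oocyte genes and −0.77 for testis genes, and in muscle 0.44 and −1.44. In the brain the testis median was −0.015, with 3 loci higher and 4 lower. In the kidney the oocyte median was 0 and the testis median −2.12. The sample labels repeat the same numbers across the adult organs, so the organs may come from the same fish. The organs may therefore not be independent of each other. The sex of the fish is not in the labels, so an effect of growth hormone on vitellogenin cannot be told apart from a difference in sex, and no biological explanation was tested.

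Liver transcripts were far higher in the WT than in the acromegaly kidney. The log2 difference of fabp10a was −6.20, from 2157 FPKM in WT to 28.3 in acromegaly. The 7 liver genes listed before the data were examined stood in the WT kidney at 9.41% to 14.8% of their WT liver FPKM, the highest share being 1.57 times the lowest, as liver tissue in the WT kidney samples would give. In the acromegaly kidney the shares were 0.032% to 0.58%. With the median share (12.9%) of the WT liver column subtracted and the rest of the WT kidney column scaled up to make good that share, 937 genes in place of 1108 were at least 2-fold lower in the acromegaly kidney, and 813 genes were in both counts. Without this scaling up, a setting added after the counts were seen, 708 genes were lower, all of them among the 1108. The median share leaves part of the liver transcripts in place, since 3 of the 7 liver genes were still at least 2-fold lower after it. With the highest share (14.8%) subtracted, also added after the counts were seen, 0 of the 7 were, and 939 genes were lower with the scaling up, 789 of them among the 1108, and 676 without it. Liver tissue may therefore account for part of the lower genes. Liver transcripts that stood in the WT kidney at a larger share than these 7 would remain in each of these counts. How large the part due to liver tissue is was therefore not determined. Nor does the share hold for the whole WT liver column. Of 10 pancreas loci listed before the data were examined, prss59.1 had 23685 FPKM in the WT liver and 13.1 in the WT kidney. For ctrb1 the values were 14938 and 8.23, and for cpa5, the highest of the 10 in the WT kidney, 4633 and 155. The subtraction takes more from these loci than the WT kidney held. The counts therefore rest on a profile that the WT kidney shared only in part. For ugt1ab of Table S3, the median share (12.9%) of its WT liver FPKM is 68.4 FPKM. This is more than its excess of 20.9 FPKM in the WT kidney and also more than its whole WT kidney value of 33.1 FPKM. That value is 6.23% of its WT liver FPKM, outside the range of the 7 liver genes, so the share predicts too much for this gene. Its fall cannot be told apart from liver tissue in the WT samples, nor is it shown to come from it. The rule written for this test would have counted it for liver tissue, a reading set aside after the value was seen. The percentile of the DNA damage markers in the kidney was 70.1 as deposited and 61.5 after the subtraction, with 9 of the 10 markers, since ugt1ab came to 0, and stayed on the same side of 50. All 8 testis loci were also lower in the acromegaly kidney, with a median log2 difference of −2.12. Testis transcripts were not subtracted, so their part in the marker values is not known. How the tissue was divided between the 2 WT kidneys is not known from a combined column.

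Muscle RNA-Seq is not part of the paper's analysis. In acromegaly muscle 735 genes were at least 2-fold higher and 1033 at least 2-fold lower. The largest rises were those of CABZ01038521.1 (2224 against 1.71 FPKM), f13a1a.1 (935 against 0.58) and ighv5-8 (68.9, listed at 0 in WT), and the largest falls those of the locus XLOC_001454 (listed at 0 against 717), stc1l (1.14 against 718) and the locus XLOC_012236, shared by several genes (0.83 against 356). The gene stc1l went the opposite way in the kidney. No explanation was tested for these genes. Of the marker lists, 6 of 6 erythrocyte loci (median log2 difference −3.04) and 7 of 7 liver genes (−1.11) were lower in acromegaly muscle. All 8 skeletal muscle loci were higher (0.72). A difference in the tissue sampled is therefore not excluded for the muscle counts.

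Adult globins were higher in acromegaly larvae. The log2 difference of hbaa1, in a locus shared with an HBZ copy, was 3.76 (16.2 against 0.26 FPKM), and that of hbba1 was 3.11. RNA of the adult samples in the acromegaly larvae would also bring other adult transcripts. The 28 other genes of at least 1000 FPKM in an adult column and under 1 in WT larvae had a median log2 difference of 0.32 in larvae, under the 0.5 set beforehand, so the test goes against it. Of the lists written before the data were examined, pancreas loci were higher in acromegaly larvae in 10 of 10 cases, with a median log2 difference of 0.78, above that 0.5. The rise was not confined to larvae. In the acromegaly brain 10 of 10 were higher (median 1.86), as were 6 of the 7 liver genes (median 0.83). In the kidney 9 of 10 pancreas loci were higher (median 0.19), and in the liver 8 and in muscle 9 were lower (medians −0.10 and −1.37). The pancreas genes are most abundant in the liver columns, and in larvae liver transcripts did not rise with them. In larvae fabp10a went from 10.2 FPKM in WT to 8.49 in acromegaly, vtg2 was listed at 0 in both, and the median of the 7 liver genes was 0.010. These values go against RNA of the acromegaly liver. RNA of the kidney alone, where hbaa1 had its highest FPKM, was covered only by the test over all adult organs. Other technical explanations were not tested, and no biological one was.

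Pituitary hormones were higher in the acromegaly brain, with a log2 difference of 2.32 for prl (43.9 against 7.96 FPKM). The growth hormone gene gh1 had 138 FPKM in acromegaly and 56.2 in WT, a log2 difference of 1.28. The median of the 8 other pituitary hormones was 0.55, 6 of them were higher, and prl and smtlb exceeded gh1, while smtla and tshba were lower. The median log2 ratio of all genes in brain was −0.036, so the authors' scaling is not the cause. A larger share of pituitary tissue in the acromegaly brain samples is a candidate explanation that these values do not exclude, and an effect on gh1 itself cannot be told apart from it.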

How the results depend on the processing

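No paired analysis was possible because the deposited columns hold a single value per organ and genotype and carry no replicate numbers. For the same reason the limma, signal-to-noise, camera, roast, shared-fit, replicate-block and leave-one-out alternatives were not run, and the depth that limits each value is unknown. Median-ratio scaling cannot move a percentile, since it shifts a list and its random lists alike. The cause was not tested for any change below.

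The numbers of genes at least 2-fold higher or lower depended on the pseudocount and on the filter. With a pseudocount of 0.1, the higher genes were 872 in larvae (422 with a pseudocount of 1), 825 in the brain (480), 1196 in the kidney (700) and 1149 in muscle (735), and the lower genes were 1004 in larvae (488), 686 in the brain (378), 1251 in the liver (777) and 1557 in muscle (1033). With a mean FPKM of at least 5, the higher genes were 138 in larvae, 153 in the brain, 313 in the kidney, 744 in the liver and 360 in muscle, and the lower genes 170, 132, 479, 359 and 364. Without a filter, with median-ratio scaling, with quantile normalization and with each locus on its own, each of these numbers stayed within 1.5 times the main one. No scaling moved the share of higher genes among all changed genes by over 10 percentage points. The largest such move was in the liver, from 61.4% to 55.1% with quantile normalization.

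For the DNA damage markers in larvae, the percentile ranged from 54.6 (mean FPKM of at least 1) to 90.4 (lists also matched on GC content and length). In the kidney it ranged from 63.0 to 74.7, and in the brain from 87.4 to 97.8. The value of 97.8, the only one of these past 97.5, came from leaving out loci shared by several genes (97.84), an alternative chosen after the data were examined. The enrichment score of the markers in the kidney was −0.32, and reversed to 0.40 with a mean FPKM of at least 1 and to 0.22 with unweighted hits. In larvae and the brain the score stayed positive under the alternatives run.

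For all DNA repair genes in the liver, the percentile stayed under 2.5 under the 4 alternatives run, with values from 0 to 1.20. The 5 pathway lists stayed below 50 and inside 2.5 to 97.5 under each of them. With unweighted hits, the enrichment score was −0.18 for all repair genes, −0.21 for DDRS, −0.21 for HRR and −0.36 for TLS, and with a mean FPKM of at least 1 that of HRR was −0.31.

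In other organs, some percentiles changed their side of 50. NHEJ in larvae went from 51.9 to 48.1 with a mean FPKM of at least 1 and to 48.5 without shared loci. NER in larvae went from 46.1 to 67.3, to 66.0 without shared loci and to 58.7 with lists matched on GC content and length. With a mean FPKM of at least 1, all repair genes in the brain went from 67.01 to 22.7, HRR in the brain from 89.7 to 41.0, and TLS in muscle from 43.5 to 50.02. The DNA damage markers in muscle went from 45.1 to 50.26 without shared loci, and to 6.20 with a mean FPKM of at least 1. All repair genes in larvae passed 97.5 with the difference in log2(FPKM + 1), with 98.3, and with lists matched on GC content and length, with 97.9, as did TLS in larvae without shared loci. Of the named genes, ercc3 in muscle reversed from 0.0066 to −0.015 with median-ratio scaling, and 11 other values of named genes moved by over 1.5-fold with a pseudocount of 0.1, in the same direction.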

Differences from the paper's values

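The enrichment score of the DNA damage markers was 0.27 in larvae, against the paper's value of about 0.67 in Fig. 4D, read by eye. In the kidney it was −0.32, against about 0.71 in Fig. 4E. The kidney score was 0.40 with a mean FPKM of at least 1 and 0.22 with unweighted hits, so its sign depended on the setting. None of the alternatives set before the data were examined closed these gaps. In the liver, the score of the NER list was −0.23, against about −0.50 in Fig. 5, and none of those alternatives closed the gap. The score of the NHEJ list was −0.47, against about −0.73 in Fig. 5. With the difference in log2(FPKM + 1) it was −0.51 and within 1.5 times the paper's value, and with the other alternatives it was not. The repair lists are not the paper's own, and Fig. 5 names a metric that needs values per sample. For its GSEA, the paper describes turning differentially expressed genes into human orthologues. Here all zebrafish genes above 0 in both groups were ranked, with hits weighted by the size of the log2 ratio. Whether these choices account for the gaps was not tested.

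The RNA-Seq ratio of the igf1 locus, acromegaly over WT, was 1.01 in larvae, against the paper's 5-fold by qPCR, and 2.33 in the liver, against the paper's 4-fold. This locus includes nup37, so its FPKM is not that of igf1 alone. The ratio of gh1 was 2.46 in the brain, against about 0.65 by qPCR in Fig. 2, and 0.89 in larvae, against about 0.33. The paper's qPCR values are relative to EF1, and FPKM are not. The gene eef1a1l2, whose transcript holds the EF1 primers, had a ratio of 0.83 in larvae, 1.06 in the brain and 2.55 in the liver. None of the alternatives set before the data were examined closed these gaps.

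The paper states that DNA damage markers were induced in embryos and kidney. Of the 10 genes of Table S3, 5 were lower in acromegaly larvae (chek2, ddb1, ercc1, ugt1ab and xrcc2) and 3 in the kidney (ercc1, ugt1ab and xrcc2). Fig. 4D and Fig. 4F print the same enrichment score for larvae and brain, and the scores computed here were 0.27 and 0.74. The paper states that endogenous growth hormone expression fell in the acromegaly brain, whereas the FPKM of gh1 was higher there. The paper states that each repair pathway fell in the acromegaly liver, and in these data each pathway list had a median below 0 and a percentile between 10.6 and 31.5. These percentiles rest on the median and not on the enrichment score, and short lists can miss a change. The paper reports an induction of igf3 (IGF1b) in larvae, and igf3 is listed at 0 in both larval columns.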

Other observations

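The tests of the repair genes were chosen after their lower median in the acromegaly liver was seen. What each test would show was written before it was run, apart from the comparison with the median of all genes, whose value was already known. For the scaling without vitellogenin loci and for the lists matched on cell cycle and testis genes, the written rule went against the explanation. That reading was set aside after the values were seen, for the reasons given below.

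The lower FPKM of DNA repair genes in the acromegaly liver was set against technical explanations. Vitellogenin loci took 3.59% of the FPKM sum in the acromegaly liver and 0.0078% in WT. With these loci left out and both columns scaled to the same sum, the median log2 ratio of the repair genes was −0.60, and that of all genes was −0.31. This scaling shifts all genes alike and leaves the distance of the repair genes from the others as it was, so it decides nothing. A share taken by abundant genes would lower all other genes alike, whereas the median log2 ratio of all genes as deposited was 0.017, against −0.28 for the repair genes, and the repair genes stood at percentile 0.01 among random lists of the same columns. This goes against abundant genes as the explanation. With random lists matched on GC content and transcript length as well as expression, the percentile of the repair genes was 0.05. Fewer dividing cells in the acromegaly liver could also lower them, since the median log2 difference of 15 cell cycle genes was −0.45 in the liver. With random lists matched on each gene's correlation with these cell cycle genes over the 8 columns of the other organs, the percentile was 0.05, and with matching on the correlation with testis genes it was 0.01. These matched lists spanned −0.17 to 0.12 and −0.15 to 0.13, and so did not carry the fall of the cell cycle genes. They cannot tell, and fewer dividing cells are not excluded. Testis genes were lower in the acromegaly kidney (median log2 difference −2.12) and muscle (−1.44) by more than in the liver (−0.77). The repair genes were not lower in the kidney and muscle, with percentiles of 75.6 and 73.6. These values argue against testis tissue in the WT liver samples as the whole explanation. The kidney and muscle columns also differed in transcripts of other tissues, which weakens this argument. A larger share of females among the acromegaly fish cannot be excluded. In muscle, where oocyte and testis genes also differed, the percentile of the repair genes was 73.6, which leaves open an effect of sex in the liver. The fall can therefore not be told apart from fewer dividing cells or a difference in sex, and a part from testis tissue is not excluded. Without samples of their own the groups give no measure of chance.

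Genes of the translation machinery were higher in the acromegaly liver. Of 79 ribosomal protein genes, a list chosen after their values were seen, 73 were higher, with a median log2 difference of 1.29. Their FPKM summed to 313989 in acromegaly and 118466 in WT. In larvae 74 of them were lower, with a median of −0.26. The gene eef1a1l2, whose transcript holds the EF1 primers of the paper's qPCR, had 15406 FPKM in the acromegaly liver and 6045 in WT, a ratio of 2.55. Its ratio was 0.83 in larvae, 1.06 in the brain, 1.14 in the kidney and 1.34 in muscle. No explanation was tested.

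Genes of the paper's qPCR had the following RNA-Seq values. The igf1 locus, which includes nup37, had 78.4 FPKM in the acromegaly liver and 33.6 in WT, 9.28 and 9.16 in larvae, and 4.70 and 3.77 in muscle. The gene gh1 had 0.50 and 0.56 FPKM in larvae, was listed at 0 in both kidney and both liver columns, and had 0.086 in WT muscle.

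Heat shock genes were among the largest rises in larvae. Beside hsp70.3 and serpinh1b, hsp70l had 20.1 FPKM in acromegaly and 2.23 in WT larvae and dnajb1b 18.6 and 3.91, both chosen after their values were seen. In muscle, hsp70.3 had 10.4 and 0.24 FPKM. No explanation was tested.

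In muscle, 4 of the 9 DNA damage markers above 0 in both groups were higher, with a median log2 ratio of −0.049 (percentile 45.1). In the liver 4 of 10 were higher, with a median of −0.073 (percentile 40.4).

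The largest falls in larvae were those of SNORA63 (listed at 0 in acromegaly, 278 FPKM in WT), CABZ01079826.1 (listed at 0, 125) and SNORA21 (listed at 0, 105). In the brain they were those of the locus XLOC_001454 (listed at 0, 1774), rho (listed at 0, 50.6) and BX957234.3 (listed at 0, 49.5). In the kidney they were those of vasna (0.93 against 618), hpx (2.40 against 734) and the locus of serpina1 and serpina1l (0.74 against 328). In the liver they were those of the locus XLOC_009038 (0.24 against 3280), U8 (listed at 0, 61.4) and SNORA65 (listed at 0, 55.0). Small nuclear and nucleolar RNA genes listed at 0 can reflect failed estimates in a table without counts.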
